A study of Homo sapiens with 4 samples.

How the data were processed

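RNA abundance was measured by sequencing in A375 cells, an established human melanoma cell line. Per the labels, cells received 1 mM octanoate, a medium-chain fatty acid, or its solvent isopropanol for 48 h, with 2 libraries per group. The labels' protocols name a Zymo kit for RNA extraction and the NEBNext Ultra kit for library preparation. They do not state the aligner, the counting program, the genome build, the annotation, or whether counting used the strand of the reads. No coordinates are therefore given.

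The main deposited table holds a signal per gene and library, which per its name is a count normalised by DESeq2, for 56832 genes. Every positive value was a whole multiple of the smallest positive value of its library (100% of values in each of the 4 libraries). Whole reads were recovered by dividing by that step. They came to 76922530 for vehicle 1, 74648605 for vehicle 2, 78005035 for octanoate 1 and 67785956 for octanoate 2. The size factors implied by the steps were 1.02, 1.03, 1.04 and 0.923 in the same order. Because 1 factor scales each library, the deposited values carry no correction for gene length or GC content and are compared between libraries of the same gene only.

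The second deposited table holds the authors' comparison of octanoate with vehicle for 33533 genes: a mean signal, a log2 fold change with its standard error, a test score, and a p-value with its adjusted p-value. Its name says that these came from DESeq2. Its mean signal equalled the mean of the 4 normalised values of each gene. The adjusted p-value was exactly 1 for 16253 genes, all with a mean of 22.6 or less, and the adjusted p-values of the other 17280 genes equalled a Benjamini-Hochberg adjustment over those genes alone. Genes with low means were thus left out of the authors' adjustment.

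The deposited values are not raw counts, so the comparison was fitted with limma 3.58.1 in R 4.3.3 on log2(normalised count + 1), with an intensity trend in the variance prior. Genes with a mean normalised count of at least 10 over the 4 libraries were tested, 20250 in all. Tests were two-sided with Benjamini-Hochberg adjustment over these genes, and a gene was called at an adjusted p under 0.05. Log2 differences are on the log2(normalised count + 1) scale, which understates the change of genes with low counts. The treatment was the only term, since the labels do not say what the replicate numbers mark. An exact permutation test of 2 libraries against 2 cannot give a two-sided p below 0.333, so single genes were tested only in the model that shares variance information across genes.

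Gene lists were tested with limma's camera at a preset correlation of 0.01 between genes, with adjustment over 15 lists. The lists held 393 genes, 3 of them in more than 1 list. They were written from general knowledge of the pathways before the data were examined, and the tests were chosen at that time too. They are not the gene sets the authors used for their signature analysis, which were not used here. The genes named in full followed a rule written at the same time. It took the 5 largest rises and the 5 largest falls among called genes with a mean of at least 100 and no overlap between the groups. It added the 2 members with the smallest p of each list that camera called, and ACADM, whose product is the dehydrogenase for medium-chain acyl-CoA such as octanoyl-CoA. Genes outside this rule were chosen after their values were seen.

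Alternatives were pseudocounts of 0.5 and 5, no filter, a filter at a mean of 50, rescaling by TMM factors or to equal column totals, a variance prior without a trend, the replicate number as a block, leaving out each library in turn, edgeR 4.0.16 (quasi-likelihood test) and DESeq2 1.42.0 on the recovered reads, and for the lists camera with an estimated correlation, fry, and fgsea 1.28.0. After the data were seen, 2 more were added: only genes found by name in GENCODE 29, and the same genes with trends on GC content and transcript length removed from each library. GENCODE 29 was used for gene types, transcript sequences and overlaps between genes. By name, 15189 of the tested genes (75.0%) matched it, and 14164 of these were protein coding. Shared sequence between transcripts of the named genes and of other genes was searched with blastn 2.17.0 at an identity of at least 95% over at least 100 bases.

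The fits were tested on simulated counts for the 20250 genes, drawn from the means, library sizes and dispersions of the data, with 200 genes changed. The limma fit recovered 70.8% of genes changed by 0.5 on the log2 scale, 78.1% of those changed by 1 and 98.5% of those changed by 2. Of its 186 calls, 26 (14.0%) were false, more than the 5% aimed at. Far fewer genes were changed here than the 6048 called in the data, so the share of false calls among those is unknown. The edgeR fit made 24 false calls among 186 and the DESeq2 fit 6 among 151. With nothing changed, limma called 4 of 19956 genes and camera none of 15 lists, and with 1 list raised by 0.3 camera called that list only. The simulated genes were drawn independently of each other, so false list calls that arise from correlation between genes could not appear.

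The precision depends on a gene's count: the median standard error of the log2 difference was 0.42 for genes with a mean from 10 to 30 and 0.06 for genes with a mean of 1000 or more. With 2 libraries per group each standard deviation rests on 2 values and is itself imprecise.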

Results

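The effect of a medium-chain fatty acid on the transcriptome of melanoma cells was examined in A375, an established human melanoma cell line. The stated purpose was to find genes that rise under the treatment and gene signatures that change with it. Cells were exposed for 48 h to 1 mM octanoate, a saturated fatty acid, or to the isopropanol vehicle, and 2 libraries were sequenced per group. Recovered read totals per library were 76922530 and 74648605 in the vehicle group and 78005035 and 67785956 in the octanoate group. The 10 most abundant genes held 4.96% and 4.89% of the reads in the vehicle libraries and 5.36% and 5.30% in the octanoate libraries. Transcripts of the mitochondrial genome held between 3.03% and 3.21% of the reads in each library. Vehicle 2 held a read for 37441 genes, more than vehicle 1 (34659), octanoate 1 (34706) and octanoate 2 (35677).

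Replicates were compared before they were averaged. The chi-square statistic of the counts per degree of freedom was 4.77 between the vehicle libraries and 6.5 between the octanoate libraries, so the replicates differed by more than sampling noise and were kept as separate libraries. The same statistic was 54.3 between vehicle 1 and octanoate 1.

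To ask which genes responded to octanoate, normalised read counts were compared between the groups with limma. Of 20250 genes with a mean normalised count of at least 10, 6048 (29.9%) had a Benjamini-Hochberg adjusted p under 0.05. Of these, 3271 were higher and 2777 lower under octanoate, so that 54.1% of the changed genes were higher. Most changes were small, with a median absolute log2 difference of 0.38 among the changed genes. A change of at least 2-fold was seen for 852 of them, 540 higher and 312 lower. The groups did not overlap for 12773 tested genes (63.1%), where chance gives 33.3%. The median log2 difference of all tested genes was 0.01. The alternative that moved the count of changed genes most was a variance prior without an intensity trend, under which 1625 genes were changed. With trends on GC content and transcript length removed, over the genes found in GENCODE 29, 42.4% of the changed genes were higher, against 52.6% over the same genes without that correction.

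The depth of a gene set what could be called. Among genes with a mean normalised count from 10 to 30, 346 of 3820 (9.06%) were changed, with a median absolute log2 difference of 1.39. Among genes with a mean of 1000 or more, 3431 of 9003 (38.1%) were changed, with a median absolute log2 difference of 0.27. Calls in this range were 1630 higher and 1801 lower. They were 1122 and 608 from 100 to 1000, 348 and 193 from 30 to 100, and 171 and 175 from 10 to 30. The excess of higher calls thus came from genes with a mean from 30 to 1000. The median standard error of the log2 difference fell from 0.42 in the lowest of these ranges to 0.06 in the highest. Small changes of genes with low counts were therefore not detectable at this depth.

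**Figure D1:**
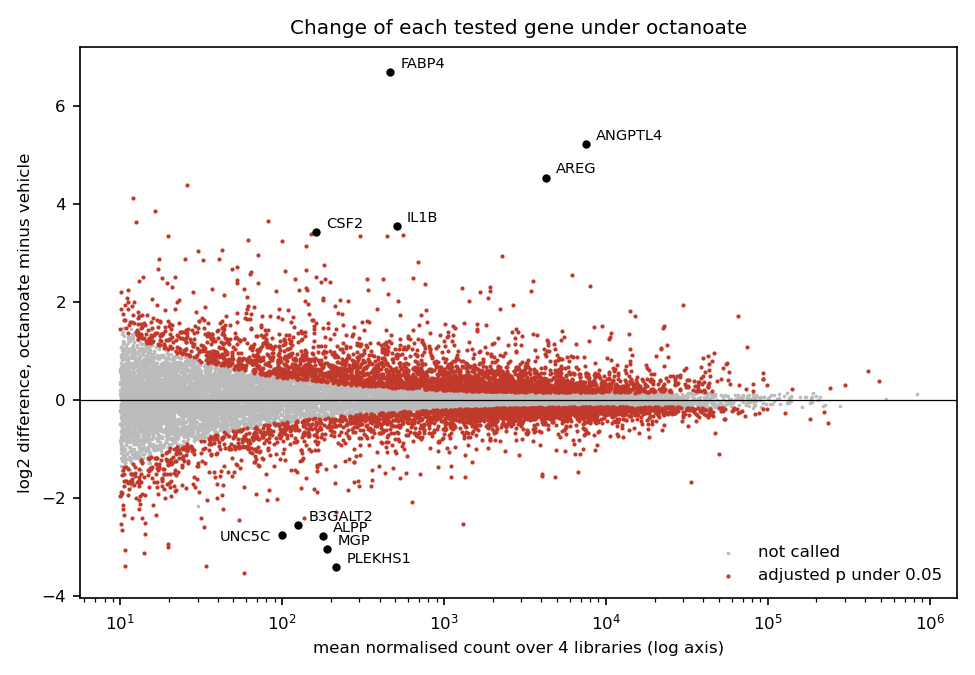
Log2 difference between octanoate and vehicle against the mean normalised count over 4 libraries (log axis), 1 point per gene for the 20250 tested genes, with the 6048 genes at an adjusted p under 0.05 in red and the 5 largest rises and falls by the naming rule in black. Called genes with low means have larger differences than called genes with high means, whose median absolute difference was 0.27 at a mean of 1000 or more.

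In the authors' deposited table, 4329 of 33533 genes had an adjusted p under 0.05, with 2312 higher and 2017 lower. A change of at least 2-fold was listed there for 520 of these genes in the authors' deposited table, 378 higher and 142 lower. The limma calls and the calls in the authors' deposited table shared 4291 genes, all with the same sign. A further 1757 genes were called by limma only and 38 in the authors' deposited table only. Across the 20250 genes tested here, which are not independent replicates, the log2 differences of both had a Pearson r of 0.996.

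The largest rise among genes with a mean of at least 100 was that of FABP4, a fatty acid binding protein. Its normalised count was 8.31 ± 3.52 (SD, n = 2) in vehicle and 924 ± 117 (SD, n = 2) in octanoate, a log2 difference of 6.68 (SE 0.22, limma adjusted p 4.21e-17). The vehicle level rested on 11 and 6 reads. ANGPTL4, which encodes a secreted inhibitor of lipoprotein lipase, rose from 404 ± 145 to 14598 ± 914 normalised counts (SD, n = 2 each), a log2 difference of 5.22 (SE 0.13, limma adjusted p 3.07e-19). AREG, which encodes the growth factor amphiregulin, rose from 355 ± 53.6 to 8171 ± 104 (SD, n = 2 each). Its log2 difference of 4.53 (SE 0.08) had the smallest p of all tested genes (limma adjusted p 6.40e-22). The interleukin gene IL1B rose from 80.0 ± 4.87 to 938 ± 49.8 (SD, n = 2 each), a log2 difference of 3.54 (SE 0.12, limma adjusted p 4.81e-17). CSF2, which encodes the cytokine GM-CSF, rose from 28.2 ± 13.5 to 295 ± 32.9 (SD, n = 2 each), a log2 difference of 3.42 (SE 0.23, limma adjusted p 3.92e-11).

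Among genes with a mean of at least 100, the largest fall was that of PLEKHS1, from 393 ± 8.10 normalised counts in vehicle to 36.1 ± 2.02 in octanoate (SD, n = 2 each), a log2 difference of -3.41 (SE 0.16, limma adjusted p 3.28e-14). MGP, which encodes matrix Gla protein, fell from 340 ± 7.27 to 40.3 ± 1.21 (SD, n = 2 each), a log2 difference of -3.05 (SE 0.16, limma adjusted p 2.92e-13). The alkaline phosphatase gene ALPP went from 310 ± 24.2 to 47.4 ± 24.1 (SD, n = 2 each), a log2 difference of -2.78 (SE 0.22, limma adjusted p 8.40e-10). UNC5C, which encodes a netrin receptor, went from 175 ± 15.6 to 25.04 ± 1.38 (SD, n = 2 each), a log2 difference of -2.75 (SE 0.20, limma adjusted p 2.15e-10). B3GALT2, which encodes a galactosyltransferase, went from 214 ± 4.04 to 37.5 ± 16.3 (SD, n = 2 each), a log2 difference of -2.55 (SE 0.22, limma adjusted p 3.37e-09). All 10 of these genes were also called in the same direction in the authors' deposited table, where the log2 fold change was 5.18 for ANGPTL4 and -3.44 for PLEKHS1.

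Some of these values are uncertain because reads can be shared with other genes. In GENCODE 29, exons of ALPP, B3GALT2, MGP, UNC5C and ANGPTL4 overlap exons of a gene on the opposite strand, and the use of strand in counting is not stated. ALPP shared 179 bases with AC068134.1 and B3GALT2 shared 164 bases with CDC73. No such overlap and no shared sequence was found for FABP4, AREG, IL1B, CSF2 or PLEKHS1.

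**Figure D2:**
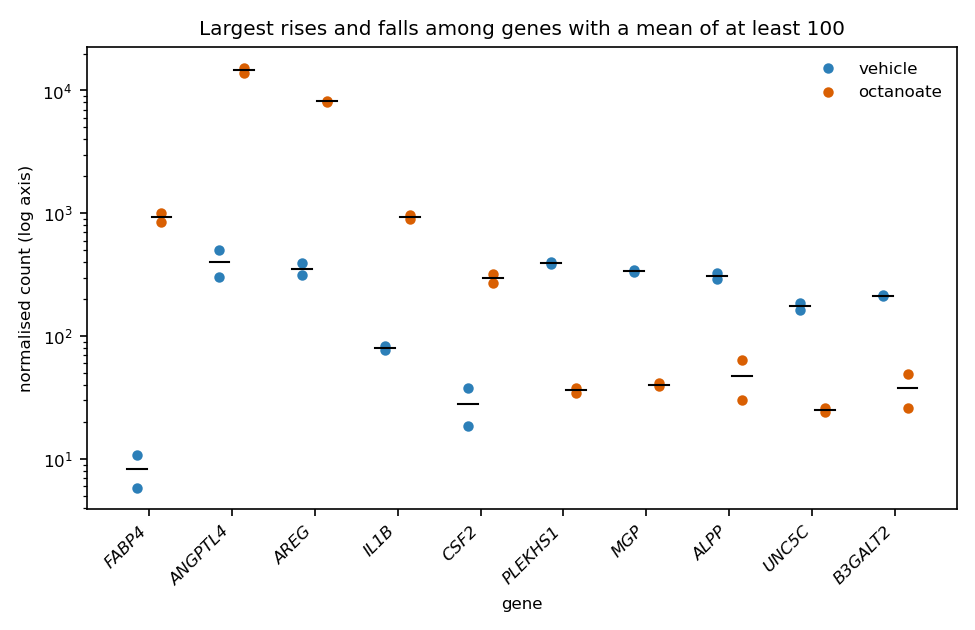
Normalised count (log axis) of the 5 largest rises and the 5 largest falls among genes with a mean of at least 100, with each library as a point (vehicle blue, octanoate orange, 2 each) and the group mean as a bar. In all 10 genes both octanoate libraries lie on the same side of both vehicle libraries, as the naming rule required.

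To ask which gene signatures changed, 15 gene lists were tested with camera at a preset correlation of 0.01. Camera called 8 lists at an adjusted p under 0.05, 4 higher and 4 lower under octanoate. These calls depend on the test used. Under fry no list had an adjusted p under 0.05, the smallest being 0.0737, and 6 lists had an unadjusted p under 0.05. With the correlation estimated from the 4 libraries no list was called, none had an unadjusted p under 0.05, and the smallest adjusted p was 0.790. None of the 8 calls thus held under either test. Both tests rest on the few residual degrees of freedom that 4 libraries leave, so they have little power here. They cannot tell correlation between genes from low power as the reason that the calls were lost.

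The integrated stress response list, made of ATF4 target genes, had the smallest p. The median log2 difference of its 29 tested members was 0.52 (camera adjusted p 5.27e-16). Over all genes tested, 25 members were called higher and 1 lower, and 26 members were called when adjusted over the list alone. GDF15 rose from 590 ± 38.5 to 2728 ± 229 normalised counts (SD, n = 2 each), a log2 difference of 2.21 (SE 0.08, limma adjusted p 2.22e-16). CHAC1 rose from 621 ± 47.8 to 1702 ± 54.3 (SD, n = 2 each), a log2 difference of 1.46 (SE 0.08, limma adjusted p 6.75e-13).

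The NF-kappaB and inflammatory list was higher, with a median log2 difference of 0.50 over 20 members (camera adjusted p 5.48e-07). Of these, 12 were called higher and 2 lower, and 14 were called when adjusted over the list alone. Besides IL1B, its member with the smallest p was IL1A, which rose from 526 ± 42.8 to 4014 ± 175 normalised counts (SD, n = 2 each). The log2 difference of IL1A was 2.93 (SE 0.07, limma adjusted p 5.09e-19). Not every member rose: the chemokine gene CCL2, chosen after its values were seen, fell by 2.40 on the log2 scale (limma adjusted p 9.37e-10).

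The fatty acid oxidation and PPAR target list was higher, with a median log2 difference of 0.16 over 28 members (camera adjusted p 1.42e-05). Of these, 14 were called higher and 2 lower, and 17 were called when adjusted over the list alone. Besides ANGPTL4, its member with the smallest p was the lipid droplet gene PLIN2, which rose from 30876 ± 1650 to 100962 ± 105 normalised counts (SD, n = 2 each), a log2 difference of 1.71 (SE 0.06, limma adjusted p 2.48e-16). ACADM, which encodes the dehydrogenase for medium-chain acyl-CoA, did not differ. Its normalised count was 5813 ± 194 in vehicle and 5772 ± 253 in octanoate (SD, n = 2 each), a log2 difference of -0.01 (SE 0.06, limma adjusted p 0.918). That difference was less than the spread between replicates. In GENCODE 29 ACADM overlaps RABGGTB on the same strand.

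The MAPK pathway output list was higher, with a median log2 difference of 0.24 over 20 members (camera adjusted p 3.17e-05). Of these, 13 were called higher and 3 lower, and 16 were called when adjusted over the list alone. FOSL1 rose from 14347 ± 769 to 29353 ± 1333 normalised counts (SD, n = 2 each), a log2 difference of 1.03 (SE 0.06, limma adjusted p 1.88e-12). DUSP5 rose from 2436 ± 325 to 4887 ± 132 (SD, n = 2 each), a log2 difference of 1.01 (SE 0.07, limma adjusted p 1.10e-10).

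The cell cycle list was lower, with a median log2 difference of -0.19 over 37 members (camera adjusted p 3.73e-09). Of these, 26 were called lower and 1 higher, and 29 were called when adjusted over the list alone. KIF20A went from 12860 ± 299 to 9507 ± 333 normalised counts (SD, n = 2 each), a log2 difference of -0.44 (SE 0.06, limma adjusted p 1.91e-06). AURKA went from 13713 ± 246 to 10443 ± 131 (SD, n = 2 each), a log2 difference of -0.39 (SE 0.06, limma adjusted p 6.43e-06). AURKA shares 1205 bases at 95.1% identity with the pseudogene AURKAP1, so its count is uncertain, and KIF20A overlaps BRD8 and CDC23 on the opposite strand. Without the intensity trend in the variance prior, the adjusted p was 0.0505 for KIF20A and 0.0513 for AURKA.

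The other 3 lists called lower changed less. The cholesterol synthesis list had a median log2 difference of -0.12 over 24 members (camera adjusted p 0.0132), with 9 members called lower, 3 called higher and 12 called when adjusted over the list alone. This median rested partly on single libraries: it was -0.06 without vehicle 1 and -0.07 without octanoate 2. ACAT2 had a log2 difference of -0.67 (SE 0.06, limma adjusted p 1.35e-08), and IDI1 one of -0.44 (SE 0.06, limma adjusted p 5.43e-06). In GENCODE 29 ACAT2 shares 1311 bases with SOD2-OT1 and overlaps SOD2 and TCP1 on the opposite strand, so its count is uncertain. The ER chaperone list had a median of -0.11 over 22 members (camera adjusted p 0.0230), with 8 members called lower, 4 higher and 14 called when adjusted over the list alone. CRELD2 had a log2 difference of -0.52 (SE 0.07, limma adjusted p 5.43e-06), and DERL2 one of -0.32 (SE 0.06, limma adjusted p 0.000218). The hypoxia and glycolysis list had a median of -0.14 over 30 members (camera adjusted p 0.0365), and -0.09 without vehicle 1. Of its members, 12 were called lower, 6 higher and 19 when adjusted over the list alone. The 2 members with the smallest p went against the list: VEGFA rose by 0.45 (SE 0.06, limma adjusted p 2.53e-06) and SLC16A3 by 0.49 (SE 0.07, limma adjusted p 5.26e-06) on the log2 scale. Without the intensity trend, the camera adjusted p was 0.0502 for the cholesterol synthesis and ER chaperone lists and 0.0544 for the hypoxia and glycolysis list, and the limma adjusted p was 0.0673 for CRELD2, 0.0756 for DERL2 and 0.0599 for IDI1. For hypoxia and glycolysis the camera adjusted p was 0.0679 over genes found in GENCODE 29. With fgsea the adjusted p was 0.150 for both the ER chaperone list and the hypoxia and glycolysis list. Counts of SLC16A3, IDI1 and CRELD2 are uncertain as well. SLC16A3 shares sequence with 44 other genes, the longest stretch being 339 bases with CSNK1D, IDI1 shares 175 bases with IDI2-AS1, and CRELD2 shares sequence with 5 other genes. DERL2 and VEGFA overlap a gene on the opposite strand in GENCODE 29.

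The remaining 7 lists were not called. The fatty acid synthesis list had a median log2 difference of -0.10 (camera adjusted p 0.0747), the interferon response list one of -0.10 (0.121), the invasive melanoma state list one of 0.12 (0.147) and the p53 target list one of 0.06 (0.232). The oxidative phosphorylation list had a median of -0.02 (0.486), the melanocyte lineage list one of 0.13 (0.757) and the NRF2 target list one of -0.07 (0.757). For the melanocyte lineage list camera's direction was lower, although its median was positive. Members of these lists were called in both directions: 12 members of the invasive melanoma state list were higher and 8 lower, and 4 members of the melanocyte lineage list were higher and 6 lower. Adjusted over the list alone, 12 fatty acid synthesis, 11 interferon response, 20 invasive melanoma state, 9 p53 target, 10 melanocyte lineage and 11 NRF2 target genes were called. For oxidative phosphorylation 7 members were called over all genes tested and 0 when adjusted over the list alone.

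**Figure D3:**
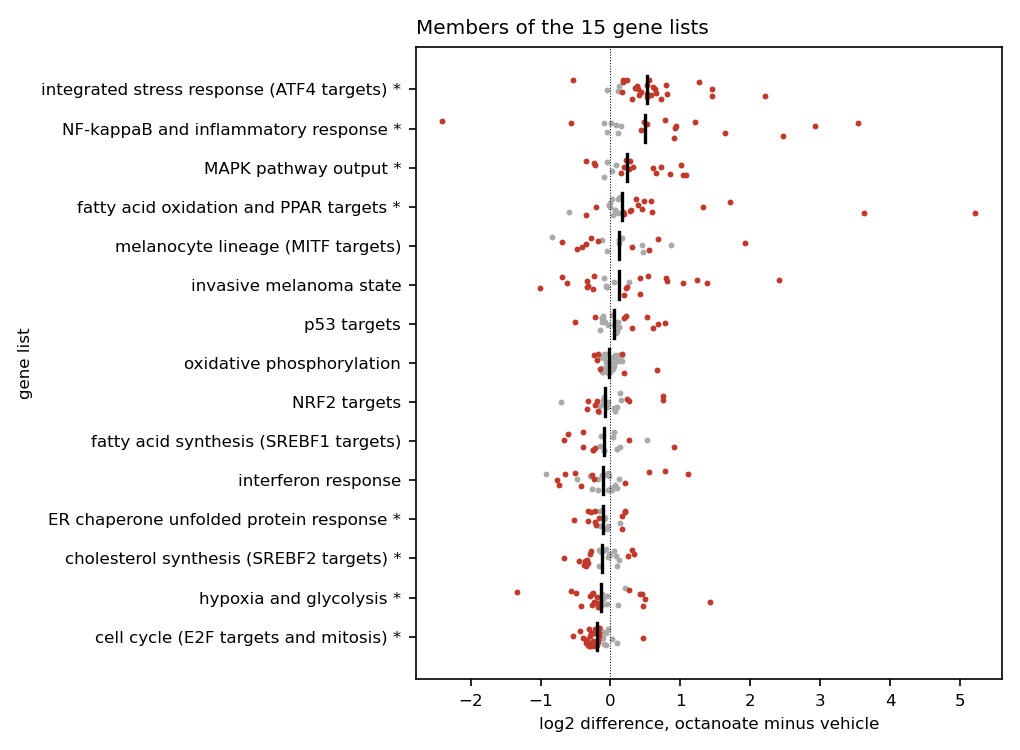
Log2 difference between octanoate and vehicle of each tested member of the 15 gene lists, with members at an adjusted p under 0.05 in red, other members in grey and the list median as a black bar. An asterisk marks the 8 lists called by camera, whose medians run from -0.19 for the cell cycle list to 0.52 for the integrated stress response list.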

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

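The alternatives with GENCODE 29 genes only and with GC content and length trends removed were chosen after the results were seen; the others were fixed before the data were examined.

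Across the other fits, between 1625 and 8376 genes were changed and between 435 and 948 changed at least 2-fold. With every gene that had a read, 2595 genes were changed, 501 of the calls were at least 2-fold, and 61.5% were higher. Without an intensity trend these values were 1625, 561 and 67.4%. In both fits the prior degrees of freedom fell, to 3.45 and 1.57 from 21.2, so less information on the variance was shared between genes. Of the 6048 genes changed under the main settings, 2578 remained called with every gene and 1490 without the trend. With a filter at a mean of 50, 435 genes were changed at least 2-fold, because fewer genes were tested (15069) and the genes left out had the larger changes. DESeq2 on the recovered reads called 4947 of 16324 genes, 503 of them at least 2-fold and 50.2% higher; it also left out genes with low means. edgeR on the recovered reads called 6480 genes.

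The share of changed genes that were higher, 54.1% under the main settings, was 50.9% with equal column totals, 52.6% over genes found in GENCODE 29 and 42.4% with GC content and length trends removed. The last of these moved the median log2 difference of the tested genes to -0.04. Since 75.0% of the tested genes have a GC content, the correction is void as a check over all of them, though not for the lists, which are covered in full except for oxidative phosphorylation (77.5%).

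The labels do not say what the replicate numbers mark and there are only 2 pairs. With the number as a replicate block, 8376 genes were changed, which included all 6048, and 51.4% were higher. The block added a call of the fatty acid synthesis list (adjusted p 0.0471) and changed no other list's call. Same-numbered libraries deviated from their group means with a correlation of 0.126 over all tested genes and 0.390 over genes with a mean of at least 1000.

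Of the 8 lists, 5 were called without the trend, 7 over GENCODE 29 genes, 6 with fgsea, 0 with fry and 0 with an estimated correlation. At an unadjusted p under 0.05 there were 6 of all 15 lists with fry, among them the invasive melanoma state list, which is not one of the 8, and 0 with an estimated correlation. The other list settings kept all 8. Fry and the estimated correlation allow for correlation between genes, which 4 libraries estimate poorly. Both also rest on the few residual degrees of freedom of 4 libraries. The loss of calls is therefore no evidence for or against correlation between genes, and its cause was not tested further. Directions reversed only for lists that were not called: the melanocyte lineage list without the trend (adjusted p 0.891), with fry (0.779) and with fgsea (0.757), and the NRF2 list with fry (0.802) and fgsea (0.757). Under the main settings camera gave both lists as lower, so each reversal was towards higher. The cause was not tested.

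Among the 25 genes named by rule, CRELD2, DERL2, IDI1, KIF20A and AURKA lost their call without the trend (adjusted p from 0.0505 to 0.0756), and no other gene lost its call under any setting in which it was tested. With each library left out in turn, from 1125 to 1245 genes had an absolute log2 difference of at least 1, against 1015 with all 4 libraries. The log2 difference of ACADM ran from -0.055 to 0.034, so it has no firm sign. List medians moved by over 1.5 times for cholesterol synthesis (-0.06 without vehicle 1, -0.07 without octanoate 2) and for hypoxia and glycolysis (-0.09 without vehicle 1).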

Other observations

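Of the tests in this part, those of depth, ER chaperones, hypoxia, the beta-oxidation pathway, leukocyte transcripts, mitochondrial transcripts and ALDOA were chosen only after the result was seen.

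Vehicle 2 held a read for 37441 genes, against 34659 in vehicle 1, 34706 in octanoate 1 and 35677 in octanoate 2. Greater depth is argued against. With all libraries thinned to the reads of octanoate 2, vehicle 2 still held 37016 genes, against 34055, 33966 and 35677. It also had 229 genes with at least 8 reads that had at most 2 in each other library, against 4 such genes in vehicle 1, 9 in octanoate 1 and 14 in octanoate 2. Trace genomic DNA in vehicle 2 stays open. Over all olfactory receptor genes its share of reads was 0.994 times that of the next library, but 33 of the 857 genes hold most of those reads in every library, so the ratio decides nothing. Over the 824 others, vehicle 2 held 970 reads, against 475 in vehicle 1, 441 in octanoate 1 and 629 in octanoate 2. No biological explanation was tested, as the design gives none within the vehicle group. The excess matters for genes below the filter and may matter above it. With vehicle 2 as the only vehicle library, more tested genes fell by at least 1 on the log2 scale than with vehicle 1 alone. Slightly fewer rose by as much. The cause of this difference was not tested. The 6378 genes with a mean from 3 to 10 had a mean log2 difference of -0.16, which was 0.06 without vehicle 2 and -0.37 without vehicle 1, so the apparent fall of these genes rests on this library.

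The integrated stress response list rose without the ER chaperones that accompany it when the stress lies in the endoplasmic reticulum. The ER chaperone list, read from the same libraries, had a median log2 difference of -0.114, with 5 of 22 members above 0. Of its members, 8 were called lower, among them HSPA5 by a log2 difference of -0.28. The 4 called higher were XBP1 (0.21), DNAJB9 (0.21), EDEM1 (0.17) and SEC24D (0.17). This argues against ER stress with a general rise of the chaperones as the source. ER stress without such a rise at 48 h stays open. GC content and length are also argued against as the whole source, since camera gave the list an adjusted p of 1.45e-13 with both trends removed. Across all alternatives its adjusted p ran from 1.18e-20 to 0.790, the last with an estimated correlation. A hypothesis that these data leave open is that octanoate may start this response through another sensor, such as one of amino acid or mitochondrial stress. Neither was tested.

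The median rise of known targets of the PPAR receptors exceeded that of the enzymes of beta-oxidation. The comparison used 9 tested targets outside the pathway, after leaving out FABP4, ANGPTL4, CREB3L3 and PLIN4, whose rise had been seen. Their median log2 difference was 1.32, against 0.19 for 17 enzymes of the pathway, which ran from -0.35 to 0.59 (two-sided exact permutation test over genes, which are not independent replicates, p 0.00192). Of the targets, 5 were called higher and 1, TXNIP, lower. FABP3 (log2 difference -0.32), ACOT1 (-0.29) and ACSL1 (0.09) were not called, so the rise was not shared by all 9 targets. Of the 9 targets, 3 are also in the fatty acid oxidation list. A rise of the whole pathway by the same amount is thereby argued against, although 9 enzymes were called higher and 2 lower. RNA from adipocytes is argued against too. ADIPOQ, PLIN1 and LEP, which are abundant in those cells, reached at most 15.4 normalised counts in an octanoate library, while FABP4 had 1007 and 842 in these libraries. Some other genes of the adipocyte list did rise and were called: CD36 by 2.23, CFD by 1.21, CIDEC by 0.82 and LPL by 0.69 on the log2 scale. LPL already stood at 2509 and 2360 normalised counts in vehicle. Hypoxia, which also induces ANGPTL4, would raise the hypoxia and glycolysis list. That list had a median of -0.138, with 8 of 30 members above 0. Of these 8, 6 were called higher, among them CA12 by 1.42, PDK1 by 0.47 and VEGFA by 0.45 on the log2 scale, while 12 members were called lower. CA9 had a log2 difference of -1.33, SLC2A1 one of -0.41 and BNIP3 one of -0.26. A candidate explanation is that octanoate or a product of it acts on a PPAR receptor in these cells. These libraries cannot show binding.

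Genes of inflammation rose in a culture of 1 cell line. Leukocyte RNA is argued against. The summed normalised count of PTPRC, TYROBP, CD68, C1QB and AIF1 changed by -3.94, from 12.8 and 10.7 in vehicle to 5.78 and 9.75 in octanoate, while IL1B rose by 858. The fall came mainly from PTPRC, with 11 and 9 reads in vehicle and 2 and 7 in octanoate. CD14, outside the sum, had 17.7 and 11.6 normalised counts in vehicle and 18.3 and 16.3 in octanoate. Its log2 difference was 0.25 (limma adjusted p 0.700). The more abundant markers LYZ, CD74 and HLA-DRA have a high baseline in A375 and say nothing here. FCER1G rose by 0.84 on the log2 scale from 55.0 and 44.6 normalised counts. The rise was uneven, as CCL2 fell from 226 and 230 to 52.9 and 33.6 normalised counts. AREG was the member of the EGF family with the largest rise among those looked up: EREG rose by 1.67, HBEGF by 0.75, BTC by 0.60 and TGFA by 0.41 on the log2 scale. The outputs of the MAPK pathway moved apart, with FOSL1 higher by 1.03 and SPRY4 and ETV5 lower by a log2 difference of -0.35 and -0.23.

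RNAs of the mitochondrial genome, most of which are cut from shared precursors, moved in opposite directions. MT-ND4 rose from 331800 ± 8357 to 495700 ± 22350 normalised counts (SD, n = 2 each), a log2 difference of 0.58 (SE 0.08, limma adjusted p 2.81e-06). MT-ND4L, which lies on the same messenger RNA, rose by 0.48 (SE 0.06, limma adjusted p 5.53e-07). MT-ND1 had a log2 difference of -0.31 (SE 0.06, limma adjusted p 0.000301), and the ribosomal RNAs MT-RNR1 and MT-RNR2 had -0.67 and -0.47. The changes of MT-ND4 and MT-ND1, the highest and lowest of the 13 messenger RNAs, were 0.888 apart (SE 0.01 from the 4 ratios). That SE rests on few values and does not allow for the choice of the extremes. Both genes were called, in opposite directions. This argues against a change in the amount of mitochondrial RNA or in library scaling as the whole cause, as either moves all mitochondrial RNAs alike. The 13 messenger RNAs spanned the same 0.888, with 5 called higher and 1 lower, which argues against unequal removal of ribosomal RNA as the cause for the messenger RNAs. It stays open for MT-RNR1 and MT-RNR2. A hypothesis is that octanoate may alter the stability of single mitochondrial transcripts. Reads from nuclear copies of mitochondrial DNA were not tested.

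The nuclear long non-coding RNAs MALAT1 and NEAT1 rose. MALAT1 went from 48320 ± 2038 to 101600 ± 12010 normalised counts (SD, n = 2 each), a log2 difference of 1.07 (SE 0.07, limma adjusted p 2.79e-11), and NEAT1 had a log2 difference of 0.92 (SE 0.08, limma adjusted p 1.59e-09). A larger share of nuclear RNA in the octanoate libraries is argued against as the whole cause by 6 other nuclear RNAs. Their log2 differences ran from -0.16 to 0.35. Their median of -0.0077 is imprecise, as it lies between TUG1 (-0.08) and JPX (0.06, SE 0.42), which had at most 22.6 normalised counts. The highest of the 6, XIST at 0.35 (SE 0.11), lay far below MALAT1, although XIST and PVT1 (0.34) were both called higher and none of the 6 was called lower. A smaller rise of the nuclear share is not excluded. XIST was higher in replicate 2 of both groups, with 5072 against 3763 normalised counts in vehicle and 6463 against 4820 in octanoate. MALAT1 and NEAT1 followed the same order in both groups. No explanation of that order was tested. A hypothesis for the rise itself is that octanoate may raise the synthesis or stability of these RNAs.

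ALDOA had a mean of 310 normalised counts, far below other enzymes of glycolysis such as TPI1 (64530) and GAPDH (221594). In GENCODE 29, 93.8% of its coding bases and 42.3% of all its exon bases lie in exons of AC093512.2 on the same strand. A counter that drops reads shared between genes would lose the reads from those bases. No gene of that name was among those analysed here, so whether a gene overlapped ALDOA in the counting is unknown. Among 131 protein-coding genes with at least 90% of their exon bases shared on the same strand, 94.7% had a mean under 10, against 23.9% of 17399 genes with under 10% shared. That difference goes with loss of shared reads in this table, but ALDOA is not among the 131 genes, and their own expression is not known. Loss of shared reads and low expression cannot be told apart for ALDOA itself, because the annotation used for counting is not stated.

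A call can rest on 1 library. Of the 6048 changed genes, 100 had replicates that differed by over 1 on the log2 scale in a group, and in 116 the replicates of a group differed by more than the groups did. The clearest case is CTD-2165H16.1, with 4692 normalised counts in vehicle 1 but 188 in vehicle 2, 178 in octanoate 1 and 148 in octanoate 2. Its log2 difference was -2.53 (SE 0.69, limma adjusted p 0.0071). No explanation was tested.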
